A study of Homo sapiens with 12 samples. Its data were reported in "YBX1 mediates translation of oncogenic transcripts to control cell competition in AML" (2021).

How the data were processed

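RNA sequencing was performed on MOLM13 cells, an established human line of acute myeloid leukaemia, 7 days after lentiviral transduction. Cells stably expressing Cas9 had been selected with blasticidin at 5 µg/ml and received either a vector without a targeting guide (control) or 1 of 2 guide RNAs against YBX1 (sgRNA1, sgRNA2), followed by puromycin at 1 µg/ml and a sort for the red fluorescent marker of the guide vector. The labels name the control both as an empty vector and as a non-targeting guide. Each group held 4 libraries. Polyadenylated RNA was selected, and libraries were read as 37 bp paired ends on an Illumina NextSeq.

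For the read processing the authors list bcl2fastq 2.20.0.422, STAR 2.7.5a, Picard 2.9.4, SAMtools, HTSeq 0.6.1pl and DESeq2 with the GRCh38 genome. Parameters and the annotation release are not stated. The name of the deposited table says that duplicate reads were removed, which lowers the counts of the most abundant transcripts most. The authors deposited regularised log2 values (rlog, from DESeq2) per library for 19755 protein-coding genes. These are normalised by size factors and shrunken towards the mean of the gene where counts are low, so that fold changes of weakly expressed genes come out smaller, and whether the transformation was blind to the groups is not stated. Of these genes, 3669 had the same value in every library. The authors also deposited log2 fold changes and adjusted p-values from DESeq2 for 57805 genes of all types and for 17561 protein-coding genes. Per-gene scores deposited beside them equal the rlog values centred and scaled over the 12 libraries, and were not used. Read counts were not analysed here, so the depth of each library is unknown, no interval for counting error can be given, and the spread between replicates is the only measure of precision. A total of 56 gene symbols in the rlog table were missing or had been turned into calendar dates, and 44 genes shared a symbol with another gene. Genes were followed by their Ensembl identifiers. Coordinates, transcript lengths and GC content came from GENCODE 29, which held 99.6% of the deposited identifiers without their version and 95.5% with it.

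Genes with a mean rlog value of at least 4 over the 12 libraries (10982 genes) were tested with limma 3.58.1 (lmFit, eBayes with a trend) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Both guides together were compared with control in a 2-level model, and each guide with control, and the guides with each other, in a 3-group model that shares 1 spread. A fold of over 1.5 was counted as well. YBX1 was in addition tested with exact two-sided permutation tests of its rlog values. Tables and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. On simulated data built from the spread of these libraries, with 200 of 10982 genes changed, the comparison of both guides called 41.8% of genes changed by 0.25 on the log2 scale, 100.0% of those changed by 0.5 and 98.5% of those changed by 1, with no false call. With the replicate number as a block it called 85.1%, 100.0% and 100.0%, with 9 false calls. The simulation drew noise for each gene independently and made the effects of the replicate numbers additive, as the blocked model assumes. It therefore does not show how often the blocked fit errs on the real libraries.

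The 3 groups share replicate numbers 1 to 4 in their labels, and the labels do not say what a number stands for. It was therefore checked whether libraries of the same number deviated together. Deviations from the group means correlated at 0.38 to 0.78 over the 12 same-numbered pairs of different groups, against -0.74 to 0.75 for pairs with different numbers, and in 19 of 24 cases a library correlated best with its own number in the other group. The numbers were thus treated as pairing the libraries, on the evidence of the data alone. The fit without a block, fixed before the data were examined, is given first, and the fit with the number as a block beside it wherever a call or count differs.

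A total of 34 gene lists were fixed before the data were examined, after the study had been read. From the same day 7 data the study had reported loss of translation initiation and MYC target signatures. The lists of translation and MYC target genes are thus not independent evidence. Lists with at least 3 measured members (32 lists) were tested with camera from limma at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation. Members are counted over all genes tested and adjusted over the list alone. With an estimated correlation 2 lists, among them the translation factors tested by RIP-qPCR in the study, held their calls without a block for both guides together, and no list held its call with the block. The genes named are YBX1 and relatives of it with a cold-shock domain, MYC, EIF4B, EIF3L, EIF3D and EEF2, the 12 genes that rose and the 12 that fell most among those past the threshold with the same sign for each guide, up to 4 members of each list chosen by p, and up to 5 genes per direction between the guides. The rule was applied to both fits, to the blocked fit as an addition made after the data were examined. Some genes that the rule names are not reported here. Alternatives covered the filter, the scaling, the variance model, the replicate block, the model and leaving out each library in turn. The deposited table of all genes was used only for its genes other than protein-coding ones, for their parent genes, for the pooled and single-guide fold changes of 80 called genes and for the counts credited to it. The position of the guides within YBX1 is not reported, because the sequences could not be assigned to the guide names with certainty.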

Results

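The transcriptome of MOLM13 acute myeloid leukaemia cells was profiled 7 days after CRISPR-Cas9 targeting of YBX1, which encodes a cold-shock domain protein that binds mRNA. The data comprised 12 libraries, 4 from control cells and 4 each from cells carrying sgRNA1 or sgRNA2. After filtering, 10982 protein-coding genes entered the tests. The depth of the libraries is unknown. Values are log2 (rlog) per library and are relative to the other genes of that library.

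YBX1 mRNA was lowered by both guides. The YBX1 level was 12.86 ± 0.09 in control cells, 11.18 ± 0.14 with sgRNA1 and 11.93 ± 0.10 with sgRNA2 (mean ± SD, n = 4 each). It fell by 1.67 (SE 0.076) with sgRNA1 and by 0.93 (SE 0.076) with sgRNA2. On the shrunken rlog scale 31.3% and 52.6% of the control mRNA level thus remained. The authors' deposited DESeq2 values give larger decreases for each guide (-1.969 and -1.060) and a smaller one for both together (-0.632). For both guides together the log2 fold change of YBX1 was -1.30 (SE 0.179), with 40.6% remaining and all 8 knockout libraries below the control of the same number. The two-sided exact permutation p was 0.00202 over 495 arrangements for both guides, and 0.0286 for each guide, the smallest value that 70 arrangements allow. The adjusted p from limma was 0.00777, 3.78e-08 and 8.95e-05 for both guides, sgRNA1 and sgRNA2, and 4.22e-05, 7.53e-19 and 2.79e-13 with the replicate number as a block. In libraries 1 and 2 alone, chosen after the data were examined, the fold change of YBX1 for both guides was -1.29 with an adjusted p of 0.115. There the YBX1 level was 12.91 and 12.96 in control and lay between 11.20 and 12.07 with the guides. The 2-level model counts the difference between the guides as spread. In libraries 3 and 4 the YBX1 level was 12.76 and 12.81 in control and lay between 11.08 and 11.89 with the guides. YBX1 (ENSG00000065978.18) lies on the forward strand of chromosome 1 at 42682427 to 42702349 (GRCh38).

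**Figure D1:**
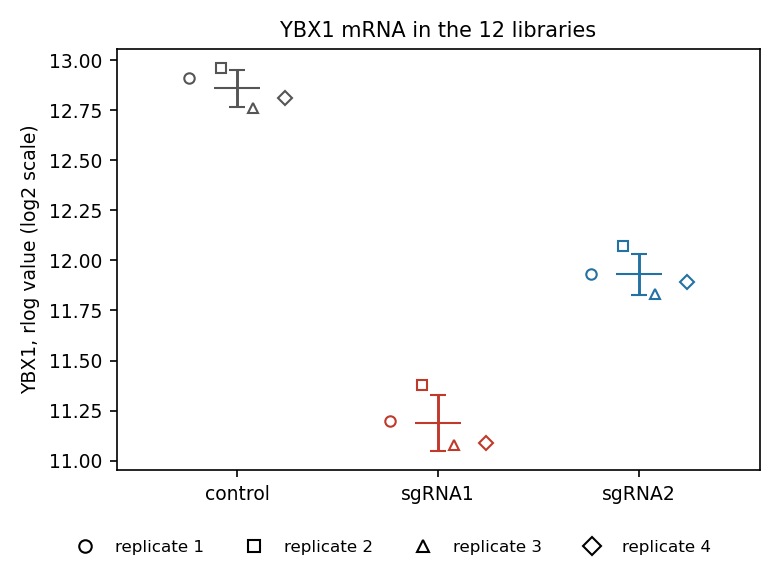
YBX1 level (rlog, log2) in each of the 12 libraries by group, where each point is 1 library marked by its replicate number and bars give mean ± SD (n = 4). Control libraries averaged 12.86, those with sgRNA1 11.18 and those with sgRNA2 11.93.

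YBX3 and CARHSP1, relatives of YBX1 with a cold-shock domain, moved less. YBX3 had a log2 fold change of -0.16 (SE 0.057, n = 8 against 4) and CARHSP1 of -0.02 (SE 0.077), with adjusted p of 0.457 and 0.987. With the block YBX3 fell (adjusted p = 0.00664), while CARHSP1 did not pass (0.873).

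Most libraries resembled those of the same replicate number in the other groups. An exception was sgRNA2 library 3, whose deviations from its group correlated at 0.38 with control 3 and 0.53 with sgRNA1 library 3, but at 0.75 with control 4 and 0.73 with sgRNA1 library 4. The first principal component held 53.9% of the variance, and the replicate number explained 94.2% of it. Replicate number accounted for 66.9% of the total variance and group for 13.7%. The groups separated on component 3, which held 9.4% of the variance and of which group explained 89.9%. The labels do not say what the numbers stand for, so the blocked values are given beside the results.

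**Figure D2:**
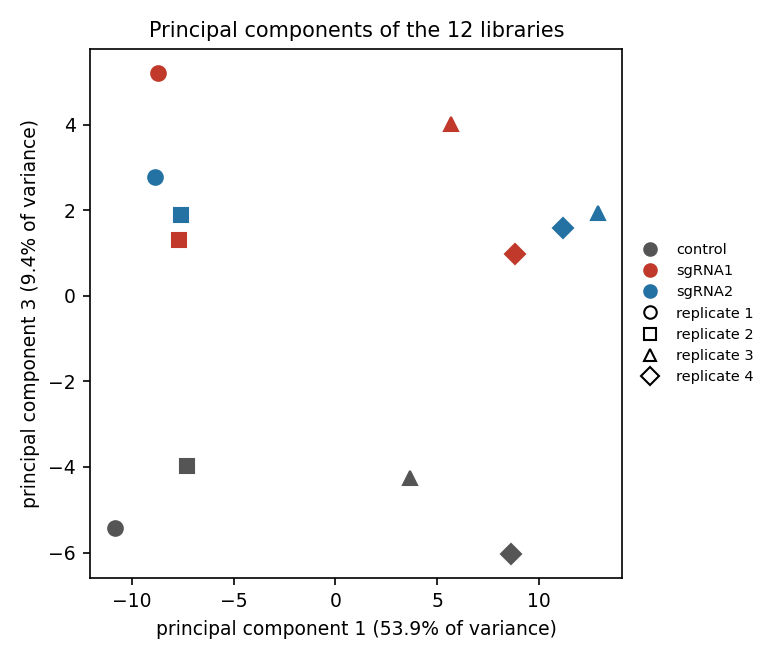
First (53.9% of variance) against component 3 (9.4%) of the principal component analysis of the rlog values of 12 libraries, coloured by group and shaped by replicate number. All 4 controls lie below every knockout library on component 3, while the first follows the replicate number.

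Both guides together were compared with control (8 against 4 libraries) to find the mRNAs that change in cells with a guide against YBX1. The control had no targeting guide, so effects of cutting by Cas9 cannot be told apart from loss of YBX1. After YBX1, EIF4B and EIF3L showed the largest decreases. EIF4B, a cofactor of the eIF4A helicase, fell by 0.76 (SE 0.086, adjusted p = 0.00166) and EIF3L, a subunit of the initiation complex eIF3, by 0.68 (SE 0.078, adjusted p = 0.00166). FBXO33, an F-box protein that recruits YBX1 to a ubiquitin ligase, fell by 0.50 (SE 0.059, adjusted p = 0.00166), and EIF3D, another eIF3 subunit, by 0.32 (SE 0.051, adjusted p = 0.0305). ADA2, an extracellular adenosine deaminase of myeloid cells, rose by 0.49 (SE 0.082, adjusted p = 0.0322), and FAM20C, a Golgi kinase of secreted proteins, by 0.30 (SE 0.050, adjusted p = 0.0322).

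The remaining genes that fell were TNFRSF19, a receptor of the TNF receptor family (-0.43, SE 0.071, adjusted p = 0.0305), AHCY, which hydrolyses S-adenosylhomocysteine (-0.34, SE 0.059, 0.0388), POU3F2, a POU-domain transcription factor (-0.26, SE 0.044, 0.0343), and ICK, a kinase of cilia (-0.24, SE 0.040, 0.0305). Each of the genes that passed moved in its direction in 8 of 8 knockout libraries relative to the control of the same number. In total 11 genes passed, 2 that rose and 9 that fell, and 3 of them (YBX1, EIF4B and EIF3L) by a fold of over 1.5. At an unadjusted p under 0.05 there were 821 genes, where a share of 0.05 of the 10982 tested is expected without any effect. MYC mRNA had a log2 fold change of 0.04 (SE 0.051, adjusted p = 0.944, and 0.562 with the block), and EEF2, the translocase of elongation, of -0.34 (SE 0.079, adjusted p = 0.183), which passed with the block (0.00256). YBX1, EIF4B, EIF3L and FBXO33 passed in all 12 fits that left out a library. ADA2 and POU3F2 missed the threshold in 11 of them, EIF3D, AHCY, FAM20C and ICK in 10 and TNFRSF19 in 9. The count was 5 without control 1, 7 without control 2, 4 without control 3 or 4, 4 without sgRNA1 library 1, 5 without sgRNA1 library 3, 6 without sgRNA1 library 4, 5 without sgRNA2 library 1, and 4 without sgRNA2 library 3 or 4.

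In GRCh38 these protein-coding genes lie as follows. EIF4B (ENSG00000063046.17) is on chromosome 12 at 53006158 to 53042209, EIF3L (ENSG00000100129.17) on chromosome 22 at 37848868 to 37889407, EIF3D (ENSG00000100353.17) on chromosome 22 at 36510850 to 36529436 and FBXO33 (ENSG00000165355.7) on chromosome 14 at 39397669 to 39432500. EEF2 (ENSG00000167658.15) is on chromosome 19 at 3976056 to 3985469, MYC (ENSG00000136997.17) on chromosome 8 at 127735434 to 127741434, ADA2 (ENSG00000093072.15) on chromosome 22 at 17178790 to 17258235, FAM20C (ENSG00000177706.8) on chromosome 7 at 192969 to 260745 and ITGAX (ENSG00000140678.16) on chromosome 16 at 31355134 to 31382997.

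**Figure D3:**
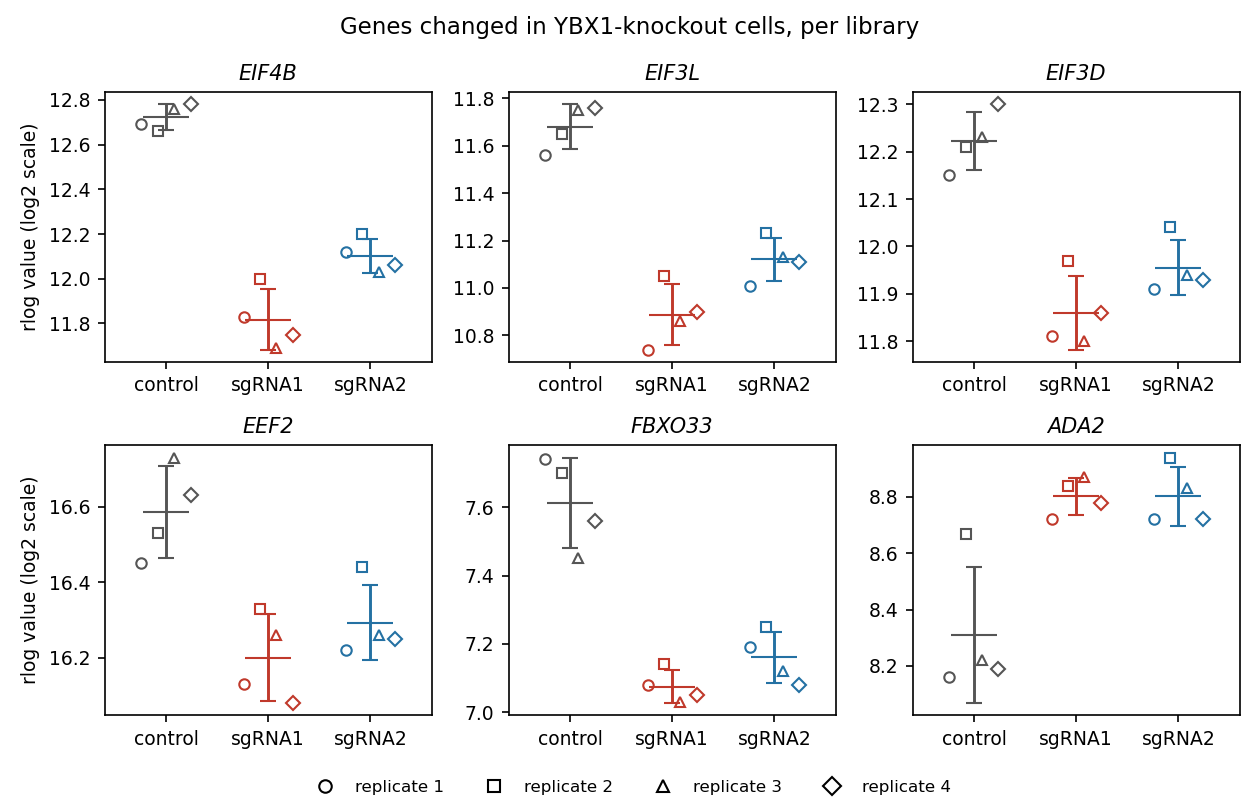
Level (rlog, log2) of EIF4B, EIF3L, EIF3D, EEF2, FBXO33 and ADA2 in each library by group, where each point is 1 library marked by its replicate number and bars give mean ± SD (n = 4). EIF4B averaged 12.72 in control, 11.82 with sgRNA1 and 12.10 with sgRNA2.

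With the replicate number as a block more genes passed for both guides. ITGAX, the integrin chain CD11c, had the largest increase (0.57, SE 0.061, adjusted p = 2.63e-05, against 0.211 without the block), ahead of ADA2 (1.7e-05). CDHR1 rose by 0.47 (SE 0.071, adjusted p = 0.000932), HK3, a hexokinase of myeloid cells, by 0.37 (SE 0.047, 0.000134), SEMA4A by 0.37 (SE 0.058, 0.00129), SCUBE1 by 0.36 (SE 0.040, 2.63e-05) and RAB37 by 0.36 (SE 0.057, 0.00143). KSR1, a scaffold of the MAPK cascade, rose by 0.35 (SE 0.044, 0.000136), PTAFR, the receptor of platelet-activating factor, by 0.34 (SE 0.057, 0.00223), the inhibitory Fc receptor FCGR2B by 0.33 (SE 0.077, 0.0154), LGALS3, which encodes galectin-3, by 0.31 (SE 0.051, 0.00223) and ADAMTS14 by 0.30 (SE 0.051, 0.00223). FCGR2B lost its call in 5 of 16 fits that left out a library or number (highest adjusted p 0.109 without number 4). With number 2 it was slightly lower with both guides (7.59 and 7.61) than in control (7.67). It was also higher in libraries 3 and 4 than in 1 and 2, by 1.18.

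Among the decreases of the blocked fit, ODC1, the entry enzyme of polyamine synthesis, fell by 0.46 (SE 0.057, adjusted p = 0.000109) and MPO, the peroxidase of primary granules, by 0.42 (SE 0.047, 2.63e-05). The ribosomal protein genes RPL4 (-0.33, SE 0.052, 0.00129) and RPL6 (-0.32, SE 0.047, 0.000554) fell, as did NT5DC2 (-0.33, SE 0.048, 0.000616) and PABPC4, a poly(A)-binding protein (-0.31, SE 0.036, 4.35e-05). The blocked adjusted p was 6.66e-06 for EIF4B, 3.08e-06 for EIF3L and FBXO33, 0.000135 for EIF3D, 0.000136 for TNFRSF19, 2.63e-05 for AHCY, 0.000611 for POU3F2 and ICK and 0.000373 for FAM20C. In total 593 genes passed with the block, 278 that rose and 315 that fell, among them all 11 of the fit without it, and 3 passed a fold of over 1.5. The unadjusted count was 2206. The number of genes was 110 without number 1, 153 without control 1, 192 without control 3, 315 without sgRNA1 library 1, 365 without sgRNA2 library 1, 348 without sgRNA2 library 4 and 1017 without sgRNA2 library 3. It was 273 with no filter on the mean level. Which direction held more genes depended on the setting, with 283 that rose and 237 that fell under quantile scaling and 68 and 31 in libraries 3 and 4 alone (49 and 25 without the block). Libraries 3 and 4 alone gave 74 genes without the block, 9 of them among the 11, and 99 with it, and libraries 1 and 2 alone gave 1 and 961.

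Authors' deposited values for protein-coding genes hold 75 genes with an adjusted p under 0.05 for both guides (31 up, 44 down), 45 for sgRNA1 and 19 for sgRNA2. All 11 genes called here without the block are among the 75, and 74 of the 74 that were also tested here passed with it.

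Translation initiation factors fell as a group with both guides together. Of 37 measured, EIF4B, EIF3L and EIF3D (3 genes) fell over all genes and 5 adjusted over the list alone, and with the block 7 fell, also 7 adjusted over the list alone (median log2 fold change -0.04, camera adjusted p = 8.51e-05, block 8.33e-05, and adjusted p = 0.272 with an estimated correlation). Without EIF4B, EIF3L, EIF3D, EEF2 and YBX1 the adjusted p of the group was 0.0309 for both guides together, and for sgRNA2 alone the call was lost (0.0725). Elongation and termination factors (9 measured) had no member past the threshold over all genes and 2 that fell adjusted over the list alone, EEF2 and EEF1B2, a subunit of the exchange factor of elongation (-0.29, SE 0.072, block adjusted p = 0.00318), and these 2 also fell with the block, with either adjustment. Their median was -0.04 and their camera adjusted p 0.0287 (block 0.0302, adjusted p = 0.442 with an estimated correlation). That call was lost without control 1 (0.126), control 2 (0.0807), sgRNA1 library 3 (0.0626) or 4 (0.0664), sgRNA2 library 4 (0.0639), with quantile scaling (0.611) and without the 5 genes named above (0.171). Of the translation factors that the study tested by RIP-qPCR, a list chosen on these cells and thus not independent evidence, 3 of 4 fell over all genes and 4 of 4 adjusted over the list alone or with the block (median -0.51, camera adjusted p = 5.6e-14, and adjusted p = 0.0276 with an estimated correlation, 0.132 with the block).

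Other mRNAs with a 5-prime TOP motif, a start sequence that couples translation to growth signals, fell as a list of 21 (median -0.08, camera adjusted p = 1.79e-08, and adjusted p = 0.104 with an estimated correlation). Of these EIF4B and EIF3L (2 genes) fell over all genes, 7 adjusted over the list alone and 9 with the block, and the list kept its call without the 5 genes named above. Of 47 large-subunit ribosomal protein genes none passed over all genes and 2 fell adjusted over the list alone (limma), and with the block 8 fell, or 11 adjusted over the list alone, such as RPL6, RPL4, RPL5 (-0.25, block adjusted p = 0.00501) and RPL27A (-0.19, 0.0117). Of 32 small-subunit genes none passed with either adjustment, and with the block 3 fell, RPS16 (-0.23, 0.0142), RPS7 (-0.16, 0.0314) and RPS3 (-0.21, 0.0335), or 4 adjusted over the list alone. Both sets fell as lists, with medians of -0.04 and -0.05 (camera adjusted p = 0.00143 and 0.00358, block 0.000707 and 0.00127, and adjusted p = 0.725 and 0.719 with an estimated correlation). An exact permutation of the list means within replicate numbers, chosen after the data were examined, where other assignments gave larger shifts, did not pass for either (p = 0.16 and 0.21, adjusted 0.245 and 0.305). The camera calls were lost for large and small subunit without control 4 (0.314 and 0.263), sgRNA1 library 1 (0.0793 and 0.111) or sgRNA2 library 1 (0.092 and 0.0901), and with quantile scaling (0.703 and 0.428).

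Cytosolic aminoacyl-tRNA synthetases, which charge tRNAs, had a median of -0.04 over 23 members (camera adjusted p = 0.0377, block 0.0107, and adjusted p = 0.719 with an estimated correlation). QARS (-0.27, block adjusted p = 0.00223) fell with the block and adjusted over the list alone, and 3 fell with both. The list did not pass the exact permutation within replicate numbers (p = 0.037, adjusted 0.079), and its camera call was lost without control 1 (0.904), sgRNA1 library 3 (0.117) or 4 (0.0922), sgRNA2 library 3 (0.12) or 4 (0.111), and with quantile scaling (0.266). The 26 ribosome biogenesis genes did not pass as a list (adjusted p = 0.0587) and fell with the block (0.0286, and adjusted p = 0.349 with an estimated correlation), where POLR1E (-0.15, 0.0142) and FBL (-0.18, 0.0213) fell. The 28 MYC target genes gave 0.0803 and, with the block, 0.0286 (adjusted p = 0.361 with an estimated correlation), where PHB2 (-0.22, 0.00864), a prohibitin, and LDHA (-0.19, 0.0218) were among 3 that fell and EXOSC5 (0.15, 0.041) rose. MYC targets also passed as a list without the block when control 3 (0.00215), sgRNA1 library 1 (0.0383) or 2 (0.0213) or sgRNA2 library 2 (0.0463) was left out, and with no filter (0.0266), and ribosome biogenesis with no filter (0.0172) and without control 3 (0.00116) or 4 (0.029), sgRNA1 library 1 (0.0112) or 2 (0.0188) or sgRNA2 library 1 (0.0187) or 2 (0.017). Neither MYC targets nor ribosome biogenesis passed the exact permutation within replicate numbers (p = 0.037, adjusted 0.079 for each). The smallest p possible in that permutation was 0.0123 (adjusted 0.0494).

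Genes of the cell cycle were tested as 2 lists. Genes of G2 and mitosis (24 measured) had a median of -0.13 and fell as a list (camera adjusted p = 7.94e-07, block 9.19e-12, and adjusted p = 0.518 with an estimated correlation, 0.196 with the block). None passed without the block (limma), with either adjustment, while 10 fell with it and 19 adjusted over the list alone, such as AURKA (-0.18, SE 0.033, 0.00375), BUB1B (-0.16, SE 0.035, 0.0145), TTK (-0.17, SE 0.038, 0.0145) and KIF11 (-0.18, SE 0.041, 0.0157), kinases and a motor of the mitotic spindle and its checkpoint. The 34 genes of DNA replication and S phase fell as a list as well (median -0.09, camera adjusted p = 1.64e-06, block 3.62e-08, and adjusted p = 0.518 with an estimated correlation), but did not pass an exact permutation of the list means within replicate numbers (p = 0.0247, adjusted 0.0658). That test allows no p under 0.0123 (adjusted 0.0494). Over all genes none passed and 1 fell adjusted over the list alone, and with the block 7 fell, or 16 adjusted over the list alone. Among these were RFC5 (-0.19, 0.00359), which loads the replication clamp, CDC6 (-0.16, 0.0148), which licenses origins, GINS1 (-0.19, 0.017) and RRM1 (-0.14, 0.0212). Of the genes named here AURKA and RFC5 lost their blocked call in 1 of 16 fits that left out a library or number (highest 0.0832 and 0.0844 without number 1), CDC6 and GINS1 in 3 (0.176 and 0.206), BUB1B and KIF11 in 4 (0.139 and 0.132), TTK in 5 (0.142) and RRM1 in 7 (0.22).

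Monocyte and macrophage markers were higher in the knockout, with positive fold changes in 16 of 18 (median 0.13, camera adjusted p = 9.48e-09, block 1.93e-10, and adjusted p = 0.104 with an estimated correlation, 0.196 with the block). None passed over all genes and 4 rose adjusted over the list alone (limma), while 8 rose with the block and 11 adjusted over the list alone, such as ITGAX, LGALS3, LILRB1 (0.22, SE 0.044, 0.00815) and ITGAM, the integrin chain CD11b (0.24, SE 0.054, 0.0148). All 6 MHC class II genes measured had positive fold changes (median 0.23, camera adjusted p = 2.67e-07, block 1.82e-06, and adjusted p = 0.137 with an estimated correlation, 0.196 with the block). Of these none passed over all genes and 4 rose adjusted over the list alone, and with the block 4 rose, CIITA, the master regulator of the class (0.30, SE 0.043, 0.000611), HLA-DRB1 (0.25, 0.0218), HLA-DQB1 (0.21, 0.0431) and the invariant chain CD74 (0.18, 0.0469), and 6 adjusted over the list alone. Neither list passed the exact permutation of list means within replicate numbers (p = 0.0247, adjusted 0.0658 for both). The smallest p that its 81 assignments allow is 0.0123 (adjusted 0.0494), so that test leaves little room to pass. ITGAX, LGALS3 and CIITA passed in all 16 blocked fits that left out a library or number, while LILRB1 missed the threshold in 4 (highest 0.102), ITGAM in 5 (0.143), HLA-DRB1 in 6 (0.157 without control 3), HLA-DQB1 in 11 (0.282) and CD74 in 12 (0.245). Myeloid progenitor and primary granule genes (13) did not change as a list (median 0.02, adjusted p = 0.355), where MPO fell and RNASE2 (0.17, block adjusted p = 0.0178) rose with the block. The 17 HOXA cluster and MLL-fusion target genes gave 0.174 as a list, where HOXA5 rose (0.17, 0.0144) and BCL2, an inhibitor of apoptosis, fell (-0.23, 0.00639) with the block. This list passed without control 3 (0.00888).

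**Figure D4:**
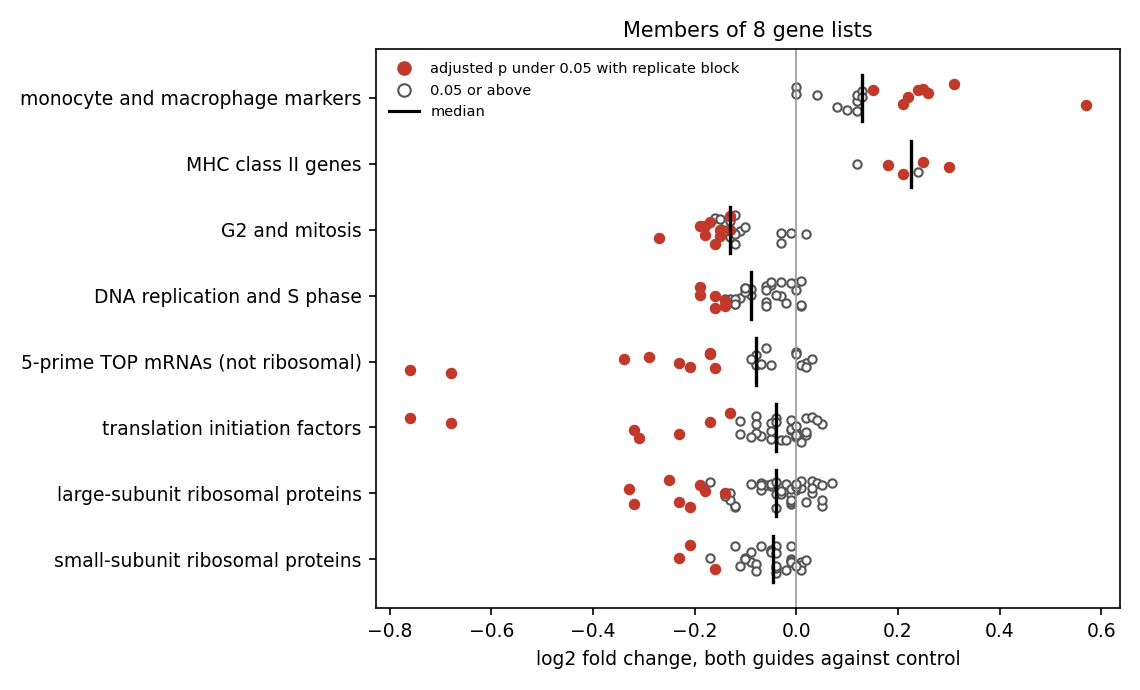
Log2 fold change of both guides against control for the members of 8 gene lists, where each point is 1 gene, filled points have an adjusted p under 0.05 with the replicate block, and lines give the median. The median was 0.23 for MHC class II genes, 0.13 for monocyte markers and -0.13 for genes of G2 and mitosis.

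Targets of the tumour suppressor p53 (23 measured) rose as a list (median 0.05, camera adjusted p = 0.0221, block 0.0147, and adjusted p = 0.615 with an estimated correlation). None passed by itself without the block (limma), and with it BTG2 (0.24, 0.0144) and the death receptor TNFRSF10B (0.12, 0.029) rose and CCNG1 (-0.16, 0.0151) fell. The call was lost without control 1 (0.086), control 3 (0.0853), control 4 (0.184), sgRNA1 library 2 (0.103) or sgRNA2 library 2 (0.159). Splicing factors (30) fell as a list (median -0.05, camera adjusted p = 8.51e-05, block 9.3e-05, and adjusted p = 0.518 with an estimated correlation), and 0.17 was obtained with quantile scaling. Of these RBMX (-0.22, 0.000487), HNRNPUL1 (-0.18, 0.011) and HNRNPA1 (-0.16, 0.0176) fell with the block, and 3 genes adjusted over the list alone. The 16 genes of the tricarboxylic acid cycle fell as a list (camera adjusted p = 0.0287, block 0.0472, and adjusted p = 0.598 with an estimated correlation), with citrate synthase, CS (-0.19, 0.00494), falling with the block. That call was lost without control 4 (0.36), sgRNA1 library 1 (0.115) or 3 (0.0758) or sgRNA2 library 1 (0.092), and with quantile scaling (0.225). The 5 replication-dependent histones measured rose as a list (median 0.09, camera adjusted p = 0.0154, block 0.0167, and adjusted p = 0.271 with an estimated correlation, with 0.109 without control 4), where HIST1H2BK (0.21, 0.0155) rose with the block. Polyadenylated RNA was selected, so this rise does not speak to histone mRNA without a poly(A) tail. In the exact permutation of list means within replicate numbers splicing factors had the smallest p possible (0.0123, adjusted 0.0494). That adjusted value lies just under the threshold only because other lists tie at the same p. Targets of p53 (adjusted 0.0658), the tricarboxylic acid cycle (0.187) and histones (0.11) did not pass.

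Several stress and metabolic lists did not pass. Heat shock proteins gave an adjusted p of 0.387 and fell with the block (0.0427, and adjusted p = 0.196 with an estimated correlation), HSPA8 (-0.14, 0.0379) among them, and the 13 mitochondrially encoded genes gave 0.153 and rose with the block (median 0.05, 0.0454, and adjusted p = 0.57 with an estimated correlation). The mitochondrial genes also passed without control 1 (0.00412), control 2 (0.014) or sgRNA1 library 4 (0.0112), and with quantile scaling (0.0113). They did not pass the exact permutation of list means within replicate numbers (p = 0.407, adjusted 0.501). Targets of ATF4 and the integrated stress response gave 0.388 (block 0.0858), with the amino acid transporters SLC7A5 (-0.23, 0.00266) and SLC7A11 (-0.25, 0.029) and the serine synthesis enzyme PSAT1 (-0.19, 0.0119) falling with the block. The unfolded protein response gave 0.388, and 0.0404 without control 4. Oxidative phosphorylation gave 0.135, and passed without control 3 (0.0324) or sgRNA2 library 3 (0.0237). The ATP synthase gene ATP5F1A (-0.17, 0.0124) fell with the block. Lysosome and autophagy genes gave 0.0803 (0.0421 without control 1), where SQSTM1 (0.16, 0.0107), an autophagy receptor, rose with the block. Cholesterol synthesis gave 0.35 (9.49e-05 without control 1). Interferon-stimulated genes gave 0.948, with HERC5 (-0.17, 0.0327) falling, hypoxia response and glycolysis 0.628, with LDHA falling, and MAPK feedback genes 0.475, with ETV4 (-0.15, 0.0429) falling, each with the block. Blocked calls of SLC7A5 and RBMX held in all 16 fits that left out a library or number, while those of CS and BCL2 were lost in 1, POLR1E, PHB2, PSAT1 and SQSTM1 in 3, BTG2, HOXA5, HNRNPA1, HNRNPUL1, ATP5F1A and RNASE2 in 4, FBL, LDHA and CCNG1 in 5, HIST1H2BK in 6, SLC7A11 in 7, HERC5 and TNFRSF10B in 10, EXOSC5 in 11, HSPA8 in 13 and ETV4 in 15. Those of RPL5 were lost in 2, RPL27A in 3, RPS16 in 4 and RPS7 and RPS3 in 13.

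Markers of other cell types were few. Of T and NK cell markers NKG7 alone was measured (0.07), of epithelial and fibroblast markers KRT18 (-0.10) and KRT8 (-0.09), of B cell markers 3 (adjusted p = 0.938 as a list), and of erythroid and megakaryocyte markers 4 (0.279, and 0.0195 with no filter). None of these genes passed over all genes, with or without the block.

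Each guide was also compared with control by itself, to see which changes both produce. With sgRNA1 alone (4 against 4) EIF4B fell by 0.91 (SE 0.068, adjusted p = 1.7e-05), EIF3L by 0.79 (SE 0.071, 0.0001), FBXO33 by 0.54 (SE 0.067, 0.00376) and EIF3D by 0.37 (SE 0.056, 0.0307), next to YBX1. With sgRNA2 EIF4B fell by 0.62 (SE 0.068, adjusted p = 0.00199), EIF3L by 0.56 (SE 0.071, 0.00627) and FBXO33 by 0.45 (SE 0.067, 0.026), and EIF3D had -0.27 (SE 0.056, 0.237, block 0.000952). None rose with either guide (limma), at 604 and 587 genes with an unadjusted p under 0.05. Both counts lie near a share of 0.05 of the 10982 genes tested, which is expected without any effect. The totals were 5 genes for sgRNA1, 3 of them by a fold of over 1.5, and 4 for sgRNA2, 2 of them by that fold. With the block sgRNA1 changed 352 genes (151 rose, 201 fell) and sgRNA2 434 (238 rose, 196 fell), with all 5 and all 4 among them, and 3 by that fold for each guide. ITGAX rose by 0.50 (SE 0.063, adjusted p = 4.37e-05) with sgRNA1 and by 0.64 (SE 0.063, 2.72e-06) with sgRNA2 in the blocked fit, and EEF1B2 fell by 0.39 (4.64e-06) and by 0.20 (0.00906).

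Ribosomal protein genes were counted for each guide, which does not test a difference between the guides. With the block 13 large-subunit and 5 small-subunit genes fell with sgRNA1 and 3 and 0 with sgRNA2 (limma). As lists they fell with sgRNA1 (camera adjusted p = 1.32e-07 and 3.7e-06, and adjusted p = 0.532 for both with an estimated correlation, with 0.0826 and 0.0901 under quantile scaling) and gave 0.34 for both with sgRNA2. The large-subunit genes fell with sgRNA2 without control 1 (0.00656) or sgRNA2 library 1 (0.0261), 3 (0.000166) or 4 (0.0109), and the small-subunit genes without control 1 (0.0166) or sgRNA2 library 3 (0.000232). Monocyte markers rose with sgRNA1 (camera adjusted p = 6.85e-06, and adjusted p = 0.241 with an estimated correlation) and sgRNA2 (9.44e-11, and adjusted p = 0.056 with an estimated correlation), with 3 and 9 of 18 members rising in the blocked fit. MHC class II genes did so as well (9.81e-05 and 4.92e-10, and adjusted p = 0.327 and 0.0688 with an estimated correlation), with 1 and 5 members. G2 and mitosis genes fell with both (9.81e-05 and 1.85e-07), with 2 and 12 members falling in the blocked fit. The call for sgRNA1 was lost without control 1 (0.136), and neither held with an estimated correlation.

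Counts for single guides moved with the libraries left out. For sgRNA1 the count without the block was 9 without sgRNA1 library 2 and 8 without sgRNA2 library 1, and with the block 75 without number 1, 134 without number 4, 126 without control 1, 112, 223, 122 and 170 without sgRNA1 library 1, 2, 3 or 4 and 706 without sgRNA2 library 3. For sgRNA2 the blocked count was 170, 156 and 199 without number 1, 3 or 4, 163, 145 and 659 without control 1, 3 or 4, 270 without sgRNA2 library 2 and 162 without sgRNA2 library 4.

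The guides were compared with each other to find genes that follow the remaining YBX1 level or the guide. Between the guides (4 against 4), YBX1 was the only gene that differed, with 0.75 more on the log2 scale with sgRNA2 than with sgRNA1 (exact permutation p = 0.0286, adjusted p = 0.00133, block 2.72e-11). EIF4B and EIF3L were higher with sgRNA2 by 0.29 and 0.23 without passing (block adjusted p = 0.0689 and 0.122). At an unadjusted p under 0.05 there were 92 genes, and 750 with the block. Without any effect a share of 0.05 of the 10982 genes tested is expected, and the 92 lie far below it. With the block the count was 3 without number 2, 4 without control 2, 3 without control 3, and 2 without control 4, sgRNA1 library 2 or sgRNA2 library 3. As lists, large-subunit (median 0.07) and small-subunit (median 0.09) ribosomal protein genes were higher with sgRNA2 (camera adjusted p = 1.01e-09 and 7.33e-07, and adjusted p = 0.536 for both with an estimated correlation), which was lost without sgRNA1 library 1 (0.105 and 0.234). Monocyte markers (median 0.08, 0.00265, and adjusted p = 0.445 with an estimated correlation) and MHC class II genes (median 0.14, 8.33e-05, and adjusted p = 0.346 with an estimated correlation) were also higher with sgRNA2. The call for monocyte markers was lost without sgRNA1 library 2 (0.221) or sgRNA2 library 1 (0.116). HOXA cluster and MLL-fusion target genes were lower with sgRNA2 (median -0.02, 0.0392, block 0.0329, and adjusted p = 0.536 with an estimated correlation), which was lost without sgRNA1 library 1 (0.0574), 3 (0.44) or 4 (0.124) or sgRNA2 library 1 (0.0632) or 2 (0.48), with no filter (0.132) and with quantile scaling (0.0569). With the block G2 and mitosis genes (median -0.04, 0.00151, and adjusted p = 0.432 with an estimated correlation) and genes of DNA replication and S phase (median -0.03, 0.0226, and adjusted p = 0.581 with an estimated correlation) were lower with sgRNA2 too. Without the block the mitotic genes passed without sgRNA1 library 3 (0.00384) or 4 (0.0103) or sgRNA2 library 1 (9.92e-06) or 2 (0.0339), and the replication genes without sgRNA1 library 3 (0.000175) or sgRNA2 library 2 (0.000424). Targets of p53 (0.0149, and adjusted p = 0.267 with an estimated correlation), histones (0.0226) and lysosome and autophagy genes (0.0384, and adjusted p = 0.401 for both with an estimated correlation) were higher, and initiation factors lost their call (0.0391 without the block, 0.0528 with it). In total 13 lists passed, 12 higher and 1 lower with sgRNA2, 17 with the block (14 and 3), 0 with an estimated correlation, 8 with quantile scaling and 5 without sgRNA1 library 1. Elongation factors had a median of -0.02 while the list test pointed up. On principal component 1 sgRNA2 libraries 3 and 4 lay at 12.92 and 11.21, and sgRNA1 libraries 3 and 4 at 5.69 and 8.81. An additive block does not remove such a difference. Mitotic (median -0.22) and replication genes (-0.15) were lower in libraries 3 and 4 than in 1 and 2, and ribosomal protein genes higher (0.14 for both sets). Targets of p53 were lower there (-0.15) but higher with sgRNA2. Whether this axis contributes to the differences between the guides was not tested.

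The changes of the guides were compared across genes. The log2 fold changes of sgRNA1 and sgRNA2 against control correlated with a Pearson coefficient of 0.75 (Spearman 0.71). Since the guides share the 4 control libraries, some correlation arises without any effect, and 100 simulations of unchanged groups gave a mean of 0.50 (0.48 to 0.52). The simulations drew noise for each gene independently. The width of their range therefore does not show how far real unchanged groups could stray. With no library or replicate number in common, and numbers matched within each guide's comparison, the mean coefficient was 0.37 (0.20 to 0.63 over 6 ways). With the controls alone split into sets of 2 it was 0.16 (-0.21 to 0.49), but there the numbers are unbalanced and the replicate axis enters the fold changes of the guides with opposite signs, so that it is not the agreement free of shared controls. In the blocked fit 82 genes rose with both guides and 102 fell with both, where independent lists would share 3.27 and 3.59, and none moved in opposite directions, but the shared controls enter these overlaps too. Without the block the 4 genes that fell with both guides were YBX1, EIF4B, EIF3L and FBXO33.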

Values the study reported

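In YBX1-knockout MOLM13 cells on day 7 the study reported 75 genes with an adjusted p below 0.05, of which 6 also passed a fold change of 1.5.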

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

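The fits with the block combined with another choice were chosen only after the data were examined, as was the look at the 13 pseudogenes that did not pass, and the other tests in this part were set before their results were seen. In 5 of 96 sets of 4 libraries (32 genes in 3 groups) 1 library lay far from its group by Dixon's criterion, where chance gives about 1 in 20. These were ADA2 in control library 2 (8.67), ICK in sgRNA2 library 2 (8.04), LGALS3 in sgRNA2 library 2 (7.51), RPL4 in sgRNA2 library 1 (14.66) and SEMA4A in sgRNA1 library 1 (7.98). The guides differed in their effect on YBX1 by 0.75.

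Among genes other than protein-coding ones, which no comparison above uses, the authors' deposited table holds 9 with an adjusted p under 0.05 for both guides, 8 that fell and 1 that rose. Of these 8 were processed pseudogenes, EIF4BP6 (-0.886), YBX1P1 (-0.845), EIF4BP7 (-0.808), YBX1P10 (-0.734), YBX1P2 (-0.643), EIF4BP3 (-0.608), AL589880.1 (-0.404) and RPSAP47 (-0.292), and AP001972.5 (0.445) was the gene that rose. Reads shared with the parent gene were tested as a technical explanation. Of 19 pseudogenes of called genes, 17 (89.5%) had the sign of their parent, but 6 of them are pseudogenes of EIF4B and YBX1 that passed and so prompted the test. Of the 13 others 11 had that sign, and they come from 4 parent genes, 7 from HNRNPA1 alone, too few parents for an exact sign test to pass, so shared reads stay open. A general loss of pseudogene reads was excluded, since 440 processed pseudogenes of uncalled genes had a median of 0.004 and 1 of them passed. No biological explanation was tested.

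Other splits of the libraries were used to ask whether chance could give results as large. For both guides 4 of 100 splits gave as many genes as the real 11, a share under 0.05 but close to it, and the highest other split gave 3434. That split and the others with large counts (723 and 418) parted the libraries largely by replicate number, which points to a structure of the samples. A share this near the bound does not firmly exclude chance for the 11 genes. With the block, where each split takes 1 library of each number as control, 1 of 81 splits, the real one, reached 593 (highest other 22). That is the smallest share that 81 splits allow. Chance is excluded for a count this large only given the pairing, which was itself taken from these data. The other splits count knockout libraries as control, so they do not show how many of the 593 calls are right. For the lists of both guides 17 of 100 splits reached the real 16 (highest 22), so chance cannot be excluded. With the block 4 of 81 reached 20 (highest 22), a share just under 0.05. No blocked list held its call with an estimated correlation, so chance is not firmly excluded there either. For sgRNA1 1 of 35 splits, the real one, reached 5, but the highest other split gave 4, so chance is excluded only narrowly. For sgRNA2 2 of 35 reached 4, and for the difference of the guides 2 of 35 reached 1, so chance cannot be excluded for these numbers of genes by splits that ignore the pairing. In each case the only other split that reached the real number parted numbers 1 and 2 from 3 and 4 (2763 and 3178 genes), which follows the replicate structure. The difference in YBX1 itself rests on its own tests (exact permutation p = 0.0286, adjusted p = 0.00133, block 2.72e-11). With the block the splits of single guides and of the difference are 8, too few for a share under 0.05 (352 against 0, 434 against 6 and 1 against 0, with 1 of 8 splits each).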

How the results depend on the processing

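The alternatives that use libraries 1 and 2 or 3 and 4 alone, that combine the block with another choice, or that leave out named genes were chosen after the data were examined. No call reversed its direction, while the direction with more genes turned in some settings of the blocked count. Quantile or median scaling, a filter at 6 and other variance models kept the count for both guides near 11 (10 with the filter at 6, 9 with median scaling, 12 with quantile scaling). For both guides, sgRNA1 and sgRNA2 the counts without the block were 3, 3 and 2 with a fold of over 1.5, 593, 352 and 434 with the block, 1, 3 and 1 in libraries 1 and 2 alone and 74, 48 and 129 in libraries 3 and 4 alone. For both guides the count was 5 with no filter and 6 in the 3-group model. With the block they were 3, 3 and 3 with that fold and 273, 107 and 112 with no filter. Blocked, libraries 1 and 2 alone gave 961 for both guides and 760 for sgRNA1, libraries 3 and 4 alone 99 and 181, and the 2-group model 167 for sgRNA2. Leaving out a library or number gave 4 to 10 genes for both guides, 4 to 9 for sgRNA1, 3 to 5 for sgRNA2, and with the block 110 to 1017, 75 to 706 and 145 to 659. The blocked difference of the guides, 1 gene, gave 1 to 4 without a library or number, 2 with quantile scaling or a robust fit, 25 in the 2-group model, 10 in libraries 1 and 2 and 75 in libraries 3 and 4. The lists passing were 2, 3, 2 and 0 with an estimated correlation for both guides, sgRNA1, sgRNA2 and the difference, and 0 for each with the block as well. They were 9 for sgRNA2 without EIF4B, EIF3L, EIF3D, EEF2 and YBX1, and for the difference 8 with quantile scaling and 5 to 16 without a library. The YBX1 change for both guides was -1.29 in libraries 1 and 2, and -1.37 to -1.23 without a library. In libraries 1 and 2 fewer libraries remained, and the 2-level model counted the difference between the guides as spread. How much each of these raised the p was not tested. The agreement of the guides was 0.37 with no library or number in common, and 0.16 with split controls, where the replicate axis enters with opposite signs. Fewer libraries or a stricter criterion explain part of the lower counts by construction, and for the others the cause was not tested. Depth is unknown, so its limits cannot be given.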

Other observations

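The test of oxygen supply or density, and the comparisons between replicate numbers, were chosen only after the result was seen. Genes of the hypoxia response were higher in libraries 3 and 4 than in libraries 1 and 2. ADM, which encodes adrenomedullin, was higher by 1.46, NDRG1 by 1.11, the glucose transporter SLC2A3 by 1.07 and the mitophagy receptor BNIP3 by 0.99 (6 against 6 libraries), and 15 of 17 members of the list were higher (median 0.34, camera adjusted p = 6.76e-11, and adjusted p = 0.31 with an estimated correlation). ENO1 (0.07, adjusted p = 0.212) and PFKFB3 (-0.04, 0.356) did not pass. Mitochondrially encoded genes (median -0.30, 2.35e-06, and adjusted p = 0.342 with an estimated correlation), heat shock proteins (median -0.28, 7.87e-06, and adjusted p = 0.31 with an estimated correlation) and G2 and mitosis genes (median -0.22, 2.05e-07, and adjusted p = 0.342 with an estimated correlation) were lower in libraries 3 and 4. In limma 4994 genes differed between these sets of libraries, 2212 of them higher in 3 and 4, and 5684 differed between the 4 numbers. The comparison of the sets takes the 6 libraries of each side as independent. Since same-numbered libraries deviated together, it rests on numbers 1 and 2 against numbers 3 and 4, and its p-values are too small.

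The labels give no culture date or density, so no group of the design offers a biological explanation for this axis. GC content, gene length and the direction of the knockout effect were tested as its sources, with Spearman correlations to the gene loadings of 0.12, -0.20 and 0.29, which lie between the bounds set for and against each, so that these cannot be told apart from other sources. A difference in oxygen supply or cell density between cultures would raise most hypoxia genes together, as 88.2% of them were, and may be one source.

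Monocyte markers and MHC class II genes rose with the block, and a bias by GC content or length was tested as a technical explanation. GC content and length were regressed out of every library and the genes retested with the block, which raised the number of genes called from 593 to 1273, so that keeping a call says little by itself. Of the 12 genes 11 (91.7%) kept their call, and no fold change moved by more than 0.05, which argues against such a bias as the whole source. Other sources stay open. In an exact two-sided permutation of the list means over 81 choices of 1 control library per replicate number, also chosen after the data were examined, initiation factors, elongation factors, the factors tested by RIP-qPCR, 5-prime TOP mRNAs, splicing factors, heat shock proteins and G2 and mitosis genes were among the lists with the smallest p possible, 0.0123 (adjusted 0.0494). The adjusted value depends on how many lists tie at that p. The tied lists include the one tested by RIP-qPCR and the cold-shock family, which holds YBX1 itself. Initiation, elongation and 5-prime TOP lists also still held EIF4B, EIF3L or EEF2. Passing the threshold in this way therefore says little by itself. Monocyte markers, MHC class II genes, genes of DNA replication and S phase and p53 targets had 0.0247 (adjusted 0.0658), and large-subunit and small-subunit ribosomal protein genes 0.16 and 0.21.

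The change of YBX1 for both guides in the authors' deposited table is -0.632, against -1.969 and -1.060 for the guides, a ratio of 0.42 to their mean, where EIF4B has 0.90 and the median gene 1.06. Over 80 genes this ratio had a Spearman correlation of -0.29 with the difference between the guides (two-sided permutation p = 0.0076), which decides nothing.

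For both guides 11 genes passed here without the block, 3 of them by a fold of over 1.5. Both counts are lower than the values quoted from the study above. With the block 593 genes passed, which is higher, and 3 of them by that fold, which is lower. The authors' deposited values, which hold 75 called protein-coding genes, come from DESeq2. Counts here come from limma on shrunken rlog values, so the numbers differ in method. All 11 genes are among the 75.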
